# Lack of adrenomedullin in mouse endothelial cells results in defective angiogenesis, enhanced vascular permeability, less metastasis, and more brain damage

**DOI:** 10.1038/srep33495

**Published:** 2016-09-19

**Authors:** Laura Ochoa-Callejero, Andrea Pozo-Rodrigálvarez, Ricardo Martínez-Murillo, Alfredo Martínez

## Abstract

Adrenomedullin (AM) is a vasodilating peptide involved in the regulation of circulatory homeostasis and in the pathophysiology of certain cardiovascular diseases. AM plays critical roles in blood vessels, including regulation of vascular stability and permeability. To elucidate the autocrine/paracrine function of AM in endothelial cells (EC) *in vivo*, a conditional knockout of AM in EC (AM^EC-KO^) was used. The amount of vascularization of the matrigel implants was lower in AM^EC-KO^ mice indicating a defective angiogenesis. Moreover, ablation of AM in EC revealed increased vascular permeability in comparison with wild type (WT) littermates. In addition, AM^EC-KO^ lungs exhibited significantly less tumor growth than littermate WT mice using a syngeneic model of metastasis. Furthermore, following middle cerebral artery permanent occlusion, there was a significant infarct size decrease in animals lacking endothelial AM when compared to their WT counterparts. AM is an important regulator of EC function, angiogenesis, tumorigenesis, and brain response to ischemia. Studies of AM should bring novel approaches to the treatment of vascular diseases.

Adrenomedullin (AM) is a 52 amino acid peptide, in humans, that belongs to the amylin/calcitonin gene-related peptide family. AM is synthesized as part of a larger precursor molecule, termed preproadrenomedullin. This precursor consists of 185 amino acids in humans. Preproadrenomedullin contains a 21-amino acid N-terminal signal peptide that immediately precedes a 20-amino acid amidated peptide, designated proadrenomedullin N-terminal 20 peptide or PAMP. AM exerts its actions through combinations of the calcitonin receptor like receptor or CLR; and either receptor activity-modifying protein 2 (RAMP2) or RAMP3 (known as AM1 and AM2 receptors respectively). AM is a vasoactive peptide involved in the regulation of circulatory homeostasis and in the pathogenesis of certain cardiovascular diseases^1^. AM is constitutively secreted by vascular endothelial cells (EC) and smooth muscle cells and is expressed at a high level in the lung^2^. AM plays critical roles in blood vessels, including regulation of vascular stability and permeability^3^. Previous studies described that embryos lacking AM signaling (AM−/−) die in utero due to leaky and unstable blood^3^ and lymphatic vessels^4^. Mice partially lacking AM develop cardiovascular abnormalities, including overdeveloped ventricular trabeculae and underdeveloped arterial walls^3^. Therefore, AM is required for the development and/or maintenance of the vasculature during embryogenesis. Besides, AM is also essential for angiogenesis^5^. AM is also involved in the regulation of inflammation and cell survival. Blood vessel-specific AM transgenic mice showed that AM exerts anti-atherogenic and organ protective effects under various pathophysiological conditions^6^,^7^.

Vascular EC and vasoactive molecules play key roles in the maintenance of vascular and organ homeostasis^8^,^9^,^10^,^11^. They actively secrete a variety of bioactive molecules, including nitric oxide, atrial natriuretic peptide, prostacyclin, and AM, among many others. AM has attracted much attention as it also exerts diuretic and cardiotonic effects, and is involved in the regulation of hormone release, cell survival, inflammation, and oxidative stress^1^. Plasma levels of AM are elevated in patients with cardiovascular diseases such as hypertension, congestive heart failure, and myocardial infarction^12^,^13^,^14^. Moreover, it was reported that plasma AM levels are a highly sensitive marker of chronic kidney disease that may have prognostic value^15^.

AM has critical roles in tumor cell growth and cancer invasiveness, and is involved in tumor angiogenesis through promotion of recruitment of hematopoietic progenitors, vascular morphogenesis, and blood vessel stabilization and maturation. Inhibition of AM has antitumoral effects linked to antiangiogenic effects but in some cases it also has direct antiproliferative activity on cancer cells^16^. There are now many studies that describe an association between AM expression and cancer^17^. Over the last years, numerous authors have reported the regulatory properties that AM possesses on the proliferation of a wide variety of cancer cells^18^,^19^. Many studies support the idea that AM functions as a potent autocrine/paracrine growth factor for tumor cells and demonstrate that reduction of endogenous AM can potentially impair tumor growth *in vivo*^17^. Various studies using human tumor xenografts in immuno-deficient mice have shown that lowering AM levels reduces tumor growth^20^,^21^,^22^,^23^.

AM affects not only tumor cells, but also EC in the surrounding microenvironment. AM was also localized to the EC of the surrounding stroma^24^. Since AM directly impacts EC proliferation and permeability, AM induced modulation of vessels may affect the spread of cancer cells to distant sites via blood or lymphatic vasculature.

AM is produced by many areas of the central nervous system^25^ and peripheral tissues^1^. AM expression is also upregulated by hypoxia through activation of the HIF-1 pathway^19^ and it has been shown to increase following ischemic insults to the brain^26^,^27^, including ischemic stroke in patients^28^. Many articles in the literature ascribe a neuroprotective role to AM^26^,^27^,^29^. Studies in mice lacking AM expression suggest that this peptide is neuroprotective in the context of stroke^30^. Nevertheless, high AM levels in stroke patients associate with poor prognosis^31^.

To clarify the pathophysiological function of vascular AM, we generated a conditional EC-specific knockout (KO) mouse model (AM^EC-KO^). In contrast to E-RAMP2−/− neonates, the AM^EC-KO^ neonates appeared healthy. Apparently, the phenotype caused by knocking out the ligand during development is much milder than knocking out the receptor side^32^. This is likely because AM is secreted from cells other than EC, and circulating and/or paracrine AM from these other sources may compensate for the endothelial AM deficiency during development. In adults, however, the chronic reduction in AM signaling led to vascular inflammation, vascular senescence, chronic inflammation, enhanced oxidative stress, organ fibrosis, and chronic organ damage, suggesting that aging is another important factor contributing to the emergence of the pathophysiological phenotype^32^.

Here we demonstrate that mice lacking AM in their EC had defective angiogenesis *in vivo* and increased vascular permeability in comparison with wild type (WT) littermates. In addition, we tested the impact of the lack of AM on two disease models where vascular AM may play important roles: lung cancer metastasis and brain focal ischemia.

## Results

### Characterization of AM^EC-KO^ mice

AM^EC-KO^ model was obtained by crossing animals whose *adm* gene was flanked by LoxP sequences with transgenic mice expressing Cre recombinase under the Cdh5 promoter, which is specific of EC^32^. AM^EC-KO^ mice were born and reached weaning age at the expected Mendelian frequency. This can be shown by following their body and organ weight, which reveals no differences among genotypes (data not shown). In addition, birth rates were the same irrespective of the dam’s genotype (results not shown) indicating that lack of AM in the EC does not influence body weight or maintenance of pregnancy. However, AM^EC-KO^ females, but not males, exhibited a slight increase in mortality (2.5%) over time (24–60 w).

### Blood pressure

One of the better known functions of AM is the regulation of blood pressure^1^, so we tested how the deletion of *Adm* in EC influenced this parameter. There was a significant decrease in systolic blood pressure and an increase of tail blood volume (p < 0.001) in the KO mice whereas this change was not significant in diastolic blood pressure, pulse frequency and tail blood flow rate (Table 1).

### AM^EC-KO^ mice show reduced angiogenesis

We performed a quantitative *in vivo* assay to determine the angiogenic potential of mice lacking AM in EC. Open silicone tubes filled with Matrigel containing bFGF or vehicle were implanted subcutaneously in WT or AM^EC-KO^ mice for 11 days. At the end of the incubation period, the implants containing bFGF included more visible tufts of capillaries than implants with Matrigel alone. In addition, in the KO mice this increase was lower than in the WT animals. Implants containing bFGF in WT mice were significantly higher than those containing vehicle (p = 0.004), whereas there were no differences in the KO mice. Furthermore, the implants containing bFGF in the KO mice were significantly lower than those on the WT animals (p = 0.036). This observation was confirmed by quantifying the amount of FITC–dextran collected by the implants as an indirect measurement of the volume of blood circulating through the newly formed vessels. Implants from WT mice with Matrigel control were indistinguishable from the AM^EC-KO^ mice implants (Fig. 1A).

### Enhanced vascular permeability in AM^EC-KO^ mice

AM is known to regulate vascular permeability *in vitro* and *in vivo*^28^, in part by preventing endothelial contraction and intercellular gap formation. Extravasation of Evans blue dye at 15–30 minutes was much more extensive in AM^EC-KO^ mice than in WT mice (Fig. 1B). Mustard oil is a local irritant that induces plasma leakage and inflammation. However, even with mustard oil treatment, the blue coloration was less intense in the WT mice than in AM^EC-KO^ mice (Fig. 1B). The amount of extravasated dye was quantitated by spectrophotometric analysis revealing that the amount of extravasated Evans blue dye in the ears was significantly greater in AM^EC-KO^ mice than in the WT mice (Fig. 1C) (p = 0.020).

### EC from AM^EC-KO^ mice exhibit reduced proliferation and migration

We examined the effect of the lack of AM on lung EC proliferation. AM^EC-KO^ cells showed lower proliferative rates than WT EC (Fig. 2A; p = 0.014 at 48 h and p < 0.001 at 72 h). In an impedance-based wound healing assay EC from AM^EC-KO^ mice migrated at significantly lower rates than their WT counterparts (Fig. 2B; p < 0.001). The effect of AM on EC migration was also assessed using transwell migration assays. As shown in Fig. 2C, AM^EC-KO^ cells showed significantly decreased cell migration compared with WT cells (p = 0.007).

### EC ultrasequencing

To try to better understand the differences on cell physiology observed in AM^EC-KO^ versus WT EC, we performed next-generation transcriptomic analysis of these cells. 

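MLEC are endothelial cells that were taken from mouse lung with beads against PECAM-1, grown in culture and sorted again with beads against ICAM-2. Poly(A) RNA of these cells was sequenced as single reads in 4 WT libraries, labelled a, c, e and f, and in 3 AM EC-KO libraries, labelled b, d and g. In the AM EC-KO mice, Cre recombinase under the VE-cadherin promoter acts on a floxed *Adm* gene. The legend of Fig. 3 gives at least 3 MLEC preparations, and the methods give 3 to 4 isolates for the study and lungs of 3 mice for the isolation. Neither ties libraries to preparations, so p-values measure only the spread between these libraries, which may in part be technical. The authors deposited a table of 38472 genes with expression as FPKM, a measure scaled by transcript length and by mapped reads. It gives FPKM for each library and for each genotype as a group, with the authors' own fold changes, p-values and q-values. For some of the genes it holds no library values. The reads had been mapped to GRCm38 with TopHat2 after Cutadapt had removed adapters, and the submitters' processing notes give TopHat2 2.0.6 and name Cufflinks and Cuffdiff.

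The sum of the deposited FPKM was lowest in WT e and highest in WT c, and in the other 5 libraries it was 554013 in WT a, 544847 in WT f, 558487 in AM EC-KO b, 559931 in d and 552322 in g. FPKM carry no read totals, but the low values of genes with a single transcript of over 1500 bp rise in steps of 1 read. From these steps, 7.0, 7.4, 7.0 and 7.2 M mapped reads were estimated for WT a, c, e and f, and 7.5, 7.1 and 6.3 M mapped reads for AM EC-KO b, d and g. With these totals, 64.2 to 70.6% of the low values lay within 0.1 read of a whole number, against 20% by chance, and the totals were chosen to make this share as high as possible. Whole reads were therefore not recovered, and the FPKM were not tested as counts. The log2 of FPKM + 1 was compared between the genotypes with limma in the 15604 genes with a mean of at least 0.1 FPKM that were above 0 in at least 3 of the 7 libraries, with Benjamini-Hochberg adjustment. Fold changes are on this scale, which makes those of genes near 1 FPKM smaller. For single genes an exact two-sided permutation test over the 35 splits of the libraries was added, and the smallest p it allows is 0.057. Gene lists fixed before the data were examined were tested with camera at a preset correlation of 0.01 between genes, and again with an estimated correlation. In each library, 190 to 247 of the tested genes are listed at 0 while their median over the libraries in which they are above 0 is at least 5 FPKM. An exact 0 can therefore be a failed estimate, and such genes are described as listed at 0. WT e had the lowest correlation with the other libraries across the tested genes (median r 0.913, against 0.938 to 0.946 for the other 6 libraries), and genes are not independent replicates.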

Mouse lung endothelial cells (MLEC) retained high levels of RNA expression for three endothelial markers (*Pecam-1, Icam2,* and *Cdh5*, data not shown) in culture demonstrating the quality of the cell purification method. 

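*Pecam1* and *Icam2* encode the adhesion molecules that the beads bind, and *Cdh5* encodes VE-cadherin, the cadherin of endothelial adherens junctions. In WT MLEC, *Pecam1* was at 417 ± 38.3 FPKM, *Icam2* at 118 ± 5.04 FPKM and *Cdh5* at 346 ± 55.3 FPKM (SD, n = 4 libraries). In AM EC-KO MLEC they were at 400 ± 38.2, 118 ± 17.5 and 278 ± 17.8 FPKM (SD, n = 3 libraries). Among the tested genes of the same library, *Pecam1* lay at percentiles 98.5 to 98.9, *Icam2* at 93.8 to 95.3 and *Cdh5* at 97.7 to 98.8. None of these 3 genes passed the test between genotypes. The log2 fold change was −0.06 (SE 0.10) for *Pecam1*, −0.01 (SE 0.10) for *Icam2* and −0.30 (SE 0.13) for *Cdh5*, with adjusted p = 0.96, 0.98 and 0.95 from limma. *Icam2* was at 111 FPKM in WT e and at 120 to 122 FPKM in the other WT libraries. On GRCm38, *Pecam1* lies on chromosome 11 from 106654217 to 106750628, *Icam2* on chromosome 11 from 106377656 to 106388075 and *Cdh5* on chromosome 8 from 104101625 to 104144511.

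Of 25 vascular endothelial genes, 24 were tested and 0 passed FDR 0.1 in limma, over all genes or adjusted over the list alone. At an unadjusted p under 0.05, 1 was higher and 1 was lower. *Sox17*, a transcription factor of arterial endothelium, was at 4.13 ± 0.929 FPKM in WT and 8.41 ± 2.19 FPKM in AM EC-KO MLEC. *Egfl7*, a secreted endothelial factor, was at 950 ± 114 and 753 ± 88.6 FPKM. *Cd93*, an endothelial transmembrane receptor, was at 58.7 ± 16.4 and 43.9 ± 8.27 FPKM. As a group these genes did not pass camera (adjusted p = 0.18). They were lower without AM EC-KO g (adjusted p = 0.0065, in a range of 0.0065 to 0.74 over the libraries left out in turn), with quantile normalization (0.065) and, in a setting chosen after seeing the data, among genes above 0 in every library without WT e (0.083), with adjusted p = 0.85 with an estimated correlation.

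Markers of other cells that a lung culture can hold gave 0 genes past FDR 0.1 in limma, over all genes or adjusted over each list alone. Of 15 fibroblast genes 12 were tested (0 at an unadjusted p under 0.05, adjusted p = 0.82 from camera), and of smooth muscle and pericyte genes 12 of 12 (1 higher at an unadjusted p under 0.05, adjusted p = 0.47). Without WT e, both lists were higher in AM EC-KO MLEC, with adjusted p = 0.056 for fibroblast genes (0.056 to 0.97 over the libraries left out) and 0.044 for smooth muscle and pericyte genes (0.044 to 0.93), and with an estimated correlation and all libraries adjusted p = 1 for both. Without WT a, c or AM EC-KO d the direction of the fibroblast list was lower. Among genes above 0 in every library without WT e, chosen after seeing the data, the adjusted p was 0.2 for fibroblast genes and 0.0095 for smooth muscle and pericyte genes. *Tagln*, which encodes a smooth muscle actin-binding protein, was at 281 ± 89.2 FPKM in WT and 410 ± 49.7 FPKM in AM EC-KO MLEC. In WT e, 6 of 12 fibroblast genes and 7 of 12 smooth muscle and pericyte genes had their highest value of all libraries. *Dcn*, the matrix proteoglycan decorin, was at 227 FPKM in WT e and at 2.83 to 8.47 FPKM in the other 6 libraries. *Col1a1*, a fibrillar collagen, was at 63.4 FPKM in WT e and at 10.2 to 14.7 FPKM in the other WT libraries. Of 15 macrophage and myeloid genes 11 were tested (0 at an unadjusted p under 0.05, adjusted p = 0.68 from camera). *Cd14*, a monocyte receptor of lipopolysaccharide, was at 57.7 FPKM in WT e and at 5.44 to 10.5 FPKM in the other WT libraries. WT e held the highest value of 4 of the 11 myeloid genes, and other members did not follow *Cd14*. *Fcer1g* was highest in AM EC-KO d at 45 FPKM, against 2.82 FPKM in WT e. *Ctss* was highest there as well, at 12.8 FPKM against 2.02 FPKM in WT e. The filter kept 3 of 15 lung epithelial and 3 of 8 mesothelial genes (0 at an unadjusted p under 0.05), and 0 of 10 lymphocyte and 0 of 6 erythroid genes. The genes that it left out do not show that these cells were absent, since *Gnas*, a G protein subunit of most cells, is also listed at 0 in all 7 libraries, an example chosen after its values were seen. Without a filter the mesothelial and lymphocyte lists were higher in AM EC-KO MLEC (adjusted p = 0.086 for both from camera). The lymphocyte result rests on 4 genes of at most 0.329 FPKM, 3 of them above 0 in AM EC-KO d only. *Krt8*, a keratin of simple epithelia, was at 0.324 ± 0.22 FPKM in WT and 0.62 ± 0.204 FPKM in AM EC-KO MLEC. *Krt19*, a keratin of mesothelium and ducts, was at 26.0 ± 24.4 and 38.1 ± 11.4 FPKM.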

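*Adm*, which encodes adrenomedullin, was at 48.2, 70.1, 76.1 and 43.8 FPKM in WT a, c, e and f and at 9.31, 17.2 and 0.75 FPKM in AM EC-KO b, d and g, so each AM EC-KO library lay below each WT library. Of the 15604 genes tested, 10 passed FDR 0.1 in limma, 5 higher and 5 lower in AM EC-KO MLEC, and 479 had an unadjusted p under 0.05. Each of the 10 is listed at 0 in every library of 1 genotype. *Ddit3*, a transcription factor of the endoplasmic reticulum stress response, is listed at 0 in all WT libraries and was at 32.3, 41.8 and 47.7 FPKM in AM EC-KO b, d and g (adjusted p = 3.8e-05). *Mars*, the methionyl-tRNA synthetase, is listed at 0 in all WT libraries and was at 27.1, 27.9 and 31.9 FPKM (adjusted p = 2.1e-05), and *Agbl3*, a carboxypeptidase, was at 2.09, 2.11 and 1.8 FPKM (adjusted p = 0.003). In the other direction, *Lrif1*, a nuclear receptor-interacting factor, is listed at 0 in all AM EC-KO libraries and was at 7.01, 5.24, 9.56 and 6.75 FPKM in WT a, c, e and f (adjusted p = 0.0042), and *Mppe1*, a phosphoesterase of GPI anchor remodelling, at 3.93, 4.69, 6.05 and 7.88 FPKM (adjusted p = 0.013). *Gnal*, a stimulatory G protein subunit, was at 1.15, 1.31, 0.975 and 1.53 FPKM (adjusted p = 0.043) and *Slc12a8*, a solute carrier, at 1.22, 0.946, 1.34 and 1.11 FPKM (adjusted p = 0.032), and these genes are listed at 0 in all AM EC-KO libraries as well. Of the 10 genes, 2 are predicted genes. In the authors' deposited table the group value of the genotype listed at 0 is above 1 FPKM for 7 of the 10 genes, for example 33.7 FPKM in WT for *Ddit3*, 34.2 FPKM in WT for *Mars* and 7.18 FPKM in AM EC-KO for *Lrif1*. *Ddit3* (chromosome 10, 127290774 to 127296288, GRCm38) overlaps *Mars* (127296221 to 127311786), and *Gnal* (chromosome 18, 67088216 to 67226792) overlaps *Mppe1* (67225043 to 67245830), so these genes may share reads.

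Among the 12520 genes above 0 in every library, limma called 0 at FDR 0.1, and 340 had an unadjusted p under 0.05. Leaving out 1 library moved the count of 10 to 39 without WT a, 21 without c, 27 without e and 20 without f, and to 18 without AM EC-KO b and 19 without d. *Hist1h3a*, a replication-dependent histone, did not pass with 0.204 ± 0.0416 FPKM in WT and 1.02 ± 0.089 FPKM in AM EC-KO MLEC (log2 fold change 0.74, SE 0.09, adjusted p = 0.16). *Fgf1*, a fibroblast growth factor, was at 0.67 FPKM in WT c, listed at 0 in the other WT libraries, and at 1.69, 1.17 and 1.76 FPKM in AM EC-KO b, d and g (adjusted p = 0.95).

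In the authors' deposited table the q-value is 5.40e-06 for *Adm*, 0.00816 for *Lyve1*, 0.000422 for *Prom1*, 0.0879 for *Prl2c2*, 0.0692 for *Lcn2* and 0.0903 for *Mcam*. In limma the adjusted p was 0.29 for *Prom1* and 0.95 for the other 5 genes. *Adm*, the deleted gene, was thus not called, although each AM EC-KO library lay below each WT library. A gene that did not pass this test is therefore not shown to be unchanged.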

*Adm, Lyve1, Prom1, Prl2c*2, *Lcn2* and *Mcam* were the genes that experienced larger variations after AM deletion (Fig. 3; p < 0.1). *Adm, Lyve1, Prom1, Lcn2* and *Mcam* were downregulated in EC from AM^EC-KO^ mice whereas *Prl2c*2 was upregulated in AM^EC-KO^ cells.

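*Lyve1*, a hyaluronan receptor on lymphatic endothelium, was at 110 ± 53.4 FPKM in WT (SD, n = 4 libraries) and 37.8 ± 8.72 FPKM in AM EC-KO MLEC (SD, n = 3 libraries). *Prom1*, a membrane glycoprotein of progenitor cells, was at 5.24, 6.55, 20.8 and 4.71 FPKM in WT a, c, e and f and is listed at 0 in all AM EC-KO libraries, with group values of 9.98 FPKM in WT and 1.40 FPKM in AM EC-KO in the authors' deposited table. *Lcn2*, the iron-siderophore binding protein lipocalin 2, was at 24.2 ± 32.8 and 3.24 ± 1.91 FPKM. *Mcam*, the endothelial adhesion molecule CD146, was at 117 ± 86.2 and 59.2 ± 35.9 FPKM. *Prl2c2*, a proliferin of the prolactin family, was at 95 ± 41.6 FPKM in WT and 243 ± 29.8 FPKM in AM EC-KO MLEC.

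The log2 fold change of *Lyve1* was −1.35 (SE 0.50, two-sided exact permutation p = 0.171), with WT a at 36.8 FPKM and AM EC-KO d and g at 40.1 and 45.2 FPKM. That of *Lcn2* was −1.67 (SE 1.05, exact permutation p = 0.286) and that of *Mcam* −0.74 (SE 0.73, exact permutation p = 0.400). Without WT e the log2 fold change of *Lcn2* was −0.82 and its WT mean 8.15 FPKM, and the log2 fold change of *Mcam* was −0.36. Without AM EC-KO g the AM EC-KO mean of *Mcam* was 38.5 FPKM. *Mcam* was at 101 FPKM or more in libraries e, f and g and at 54.1 FPKM or less in a to d, so this mean also depends on library letter. The permutation test takes the libraries as unpaired. Between neighbouring letters (a and b, c and d, f and g), a pairing inferred after seeing the data, the AM EC-KO value was below the WT value in all 3 pairs for *Lyve1* and *Lcn2*. With these pairs as a block, among genes above 0 in every library and without WT e, the adjusted p from limma was 0.37 for *Lyve1*, 0.5 for *Lcn2* and 0.68 for *Mcam*. Every AM EC-KO library was above every WT library for *Prl2c2* (log2 fold change 1.5, SE 0.45) and below every WT library for *Prom1* (exact permutation p = 0.057 for both, the smallest possible). WT e held the highest WT value of *Lyve1*, *Prom1*, *Lcn2* and *Mcam* and the lowest of *Prl2c2*. Without WT a, *Lyve1* passed FDR 0.1 in limma (adjusted p = 0.093, in a range of 0.0092 to 1 over the alternatives). Without WT e, *Prl2c2* passed (log2 fold change 1.06, adjusted p = 0.038, in a range of 0.034 to 1), as did *Prom1* (adjusted p = 0.0038, in a range of 0.00037 to 0.79).

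On GRCm38, *Lyve1* lies on chromosome 7 from 110850607 to 110863239, *Prom1* on chromosome 5 from 43993620 to 44102032 and *Prl2c2* on chromosome 13 from 12996125 to 13005383. *Lcn2* lies on chromosome 2 from 32384633 to 32388252 and *Mcam* on chromosome 9 from 44134469 to 44142727. From the lower *Lyve1*, *Prom1* and *Lcn2*, the paper proposes that tumor cells migrate less in AM EC-KO mice. It proposes that higher *Prl2c2* slows the growth of AM EC-KO cells in culture, and that lower *Mcam* and *Lcn2* lessen the brain damage of AM EC-KO mice after ischemia.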

### Endothelial function during tumor metastasis

In addition to its important vascular function, the endothelium is increasingly recognized for its critical role in tumorigenesis^33^,^34^,^35^,^36^. Although the endothelium provides nourishment to tumors, it also serves as a barrier to metastatic cells^37^. To determine whether the lack of AM compromised endothelial function during tumorigenesis, B16-BL6 metastatic melanoma cells were injected into AM^EC-KO^ and WT mice. After 21 days, AM^EC-KO^ lungs exhibited significantly less tumor growth than littermate control mice (WT), by visual inspection (Fig. 4A) and by studying histological sections (Fig. 4B). Systematic quantification (Fig. 4C–F) revealed a significant decrease (p < 0.05) in lung weight as well as in the number of tumors in KO versus controls.

### Effects of AM on brain infarct volume following focal ischemia

AM^EC-KO^ mice and their WT counterparts were subjected to focal ischemia by permanent cauterization of the middle cerebral artery. The infarct volume, after 48 h, was significantly smaller in AM^EC-KO^ mice than in their WT littermates (Fig. 5; p = 0.031).

## Discussion

Lack of AM in EC results in changes in EC physiology and greatly influences cancer and stroke progression. AM^EC-KO^ neonates were healthy and presented no overtly pathophysiological phenotypes in contrast with mice were RAMP2, a component of the AM receptor, was eliminated from EC^32^. We suggest that in AM^EC-KO^ neonates, circulating and/or paracrine AM from sources other than EC likely attenuate the phenotypes observed in E-RAMP2−/− neonates. In the adults, however, the vascular inflammation and organ damage were milder but similar. AM^EC-KO^ showed severe infiltration and accumulation of inflammatory cells around the vasculature^32^. They also showed glomerulosclerotic changes with mesangial expansion, upregulation of inflammatory molecules and enhanced microalbuminuria^32^ indicating the importance of the autocrine effects of EC-generated AM.

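*Adm* lies on chromosome 7 of GRCm38 from 110627661 to 110629820, and its transcript encodes the precursor of AM and PAMP. Its mean was 59.6 ± 15.9 FPKM in WT (SD, n = 4 libraries) and 9.07 ± 8.21 FPKM in AM EC-KO MLEC (SD, n = 3 libraries), which leaves 15.2% of the WT mean. The remaining share was 8.5% without AM EC-KO d and 22.2% without AM EC-KO g. The log2 fold change was −3.10 (SE 0.75), lower in 3 of 3 AM EC-KO libraries (two-sided exact permutation p = 0.057).

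Of 13 genes of AM signalling, 10 were tested and 8 of these had a log2 fold change below 0. Over all genes 0 of them passed FDR 0.1 in limma, 2 were lower at an unadjusted p under 0.05, and *Adm* was lower when adjusted over the list alone. Camera at the preset correlation called these genes lower as a group (adjusted p = 0.029), but not with an estimated correlation (adjusted p = 0.52). The call ended without WT f (adjusted p = 0.13, in a range of 0.0065 to 0.13 over the libraries left out) and with *Adm* taken out of the list, which was chosen after the result was seen (adjusted p = 0.18). *Ramp2* and *Ramp3*, whose products make *Calcrl* a receptor of AM, were at 128 ± 22.3 and 12.0 ± 4.52 FPKM in WT and at 105 ± 16.1 and 8.38 ± 2.41 FPKM in AM EC-KO MLEC (log2 fold changes −0.27, SE 0.16, and −0.43, SE 0.32). *Calcrl* was at 24.2 ± 17.5 and 21.7 ± 7.38 FPKM, and *Gpr182*, another receptor gene of the list, at 3.12 ± 0.625 and 1.92 ± 0.575 FPKM. None of these 4 genes passed the test (adjusted p = 0.95 to 0.99 from limma).

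Of the 34 genes of the table that by its coordinates start within 1 Mb of *Adm*, 20 were tested, 9 with a log2 fold change above 0 and 11 below, and 0 passed FDR 0.1 in limma (3 at an unadjusted p under 0.05). *Lyve1* starts 220.8 kb beyond the end of *Adm*. *Tmem41b*, which encodes a lipid scramblase of the endoplasmic reticulum, was at 20.8 ± 3.48 FPKM in WT and 27.9 ± 1.70 FPKM in AM EC-KO MLEC (log2 fold change 0.42, SE 0.14). *Rnf141*, a RING finger gene, had lower values in AM EC-KO MLEC on average (log2 fold change −0.20, SE 0.14). The median log2 fold change of the 20 genes was −0.0159, at percentile 37.5 of 10000 random sets of the same size and mean expression. Without *Lyve1* and *Adm* it was 0.0216, at percentile 69.8. Within 0.5 Mb, with both genes, 8 of 10 genes were below 0, with a median of −0.0527 at percentile 17.3. The median within 1 Mb also turned above 0 without WT a (0.00587), e (0.00493) or f (0.0456) and without AM EC-KO b (0.0161) or d (0.009). A list of 15 neighbours of *Adm* from background knowledge had 14 tested genes, 0 past FDR 0.1 in limma over all genes or adjusted over the list alone, 2 higher and 1 lower at an unadjusted p under 0.05, and adjusted p = 1 from camera. Its member *Galntl4*, a glycosyltransferase gene, was at 18.1 ± 4.87 FPKM in WT and 29.0 ± 4.21 FPKM in AM EC-KO MLEC. By GENCODE *Galntl4* starts at 111471661, within 1 Mb of *Adm*, but by the deposited coordinates it is not among the 20 genes.

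**Figure D1:**
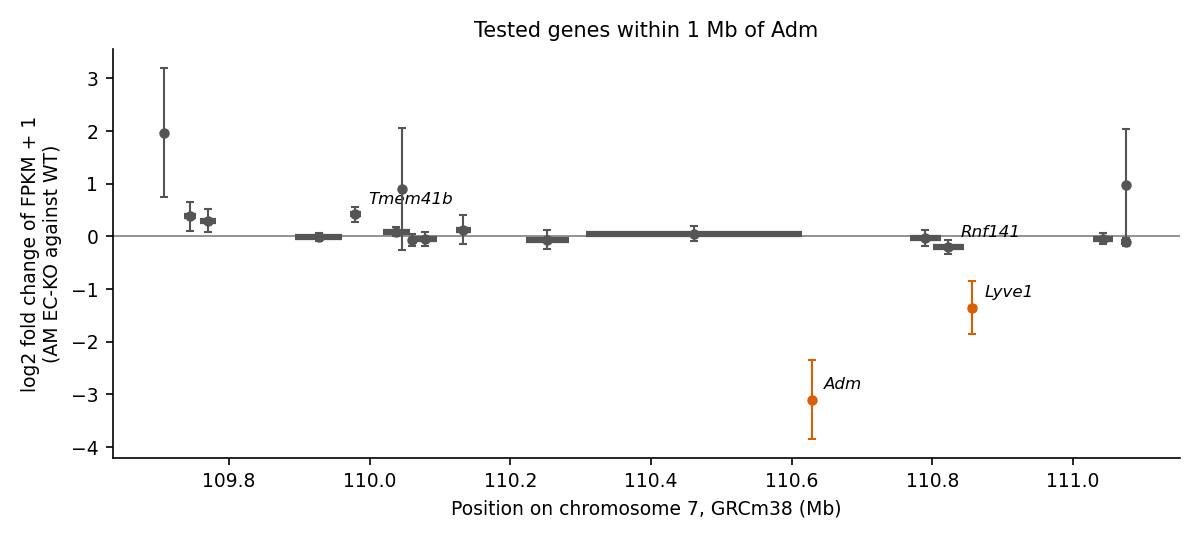
Log2 fold change of FPKM + 1 between AM EC-KO and WT MLEC for the tested genes that by the deposited coordinates start within 1 Mb of Adm, against position on chromosome 7 of GRCm38 in Mb. Points with bars are the fold change ± SE of each gene with a known position, thick horizontal bars show the extent of the gene, and Adm (−3.10) and Lyve1 (−1.35) are in orange. Akip1, the leftmost gene (1.97), is listed at 0 in WT c and e.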

Ultrasequencing results confirmed the elimination of *Adm* expression thus validating the KO model. Obviously, our construct affects the whole *Adm* gene, therefore the effects observed in this study may be due to the lack of AM, PAMP, or both.

We observed that diastolic blood pressure in the KO mice was lower than in the WT animals. This seems to run against the generalized idea which identifies AM as a vasodilator^1^. Nevertheless this issue is more complex than initially perceived. Although AM is a vasodilator when injected peripherally^38^, it acts as a vasoconstrictor when injected into the brain probably acting through vascular nerve terminals^39^. Therefore, in a EC conditional KO, the final outcome would depend on which physiological fraction, peripheral or central, plays a more relevant role on blood pressure regulation. Similar results to the ones obtained in our model have been described when RAMP2 is deleted from EC^32^ and in an inducible full body KO of AM^40^. So, it appears that the AM-regulated central control on vasodilatation is more powerful than the peripheral one.

Angiogenesis is required for the maintained growth of solid tumors and the establishment of new metastases. AM is a pro-angiogenic molecule secreted by tumors and increased by hypoxia^19^,^41^, whose inhibition results in a considerable reduction of angiogenesis and of tumor growth in animal models^24^. AM is a survival factor for cancer cells that regulates tumor initiation and progression since it has anti apoptotic actions, increases angiogenesis, proliferation and migration of tumor cells^5^. Besides, it accelerates metastatic grow^42^. Here we have shown that blocking AM in EC results in reduced angiogenesis. Altogether, these results suggest that AM directly stimulates angiogenesis, which could be one of the mechanisms by which AM contributes to cancer progression.

Vascular permeability is a critical marker for blood vessel status. Extravasation of water and small molecules is thought to occur through small openings between EC. The strength of cell-to-cell junctions is strictly regulated by interaction between molecules^43^. In our model, AM deletion in EC causes barrier dysfunction, which in turn leads to enhanced vascular permeability. It is well established that AM inhibits plasma extravasation^44^ with the postcapillary endothelium being a particular AM target^45^. AM also reduced lung permeability in an acute lung injury model of rats^46^. Overall, these data provide evidence for the role of AM as a junctional tightening factor that helps regulating EC permeability.

AM can provide tumor cells a growth advantage in addition to acting on surrounding EC to promote proliferation and changes in vessel permeability to facilitate metastasis. Mcam is part of the endothelial junction associated with the actin cytoskeleton^47^. Direct association of the actin cytoskeleton with cell adhesion proteins is essential to barrier function. Tight junctions and adherent junctions connect adjacent cells and regulate paracellular permeability^48^. If EC from KO mice do not have proper adherent junction assembly this might be the reason why KO mice do not maintain integrity of the endothelial barrier. Lyve1 is a marker of lymphatic EC^49^. Lymphatic microvasculature is an important entry point for leukocytes and tumor cells. Moreover, Prom1 is expressed in endothelial progenitor cells and contribute to the tumor vasculature in non-small cell lung cancer^50^. Besides, Lcn2 is used as a biomarker of kidney injury but also controls cell invasion and metastasis of cancer cells^51^,^52^. Therefore, downregulation of those 3 molecules (Lyve1, Prom1, Lcn2) could be responsible for lower migration capabilities of tumor (metastatic) cells in AM^EC-KO^ mice. In addition, Prl2c2 is involved in cell survival and apoptosis regulation^53^. 

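Of 14 lymphatic endothelial genes, among them Lyve1, 13 were tested, 8 with a log2 fold change above 0 and 5 below. Over all genes 0 passed FDR 0.1 in limma, 1 was lower when adjusted over the list alone, and 2 were lower at an unadjusted p under 0.05. The gene that passed over the list alone was Stab1, a scavenger receptor of lymphatic and sinusoidal endothelium, at 166 ± 37.1 FPKM in WT (SD, n = 4 libraries) and 98.3 ± 15.6 FPKM in AM EC-KO MLEC (SD, n = 3 libraries; log2 fold change −0.74, SE 0.19, adjusted p = 0.95 over all genes). Thy1, an adhesion glycoprotein, was at 214 ± 40.8 and 271 ± 17.9 FPKM (log2 fold change 0.36, SE 0.16). Maf, a transcription factor of lymphatic endothelium, was at 2.41 ± 0.697 and 3.26 ± 0.691 FPKM (log2 fold change 0.33, SE 0.23). Every AM EC-KO library was below every WT library for Stab1 and above every WT library for Thy1. Over the list this was 1 of 13 tested genes in each direction, where chance gives 2.86%. As a group the lymphatic genes did not pass camera (adjusted p = 0.98).

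Of 8 genes of progenitor cells, all 8 were tested, 6 with a log2 fold change below 0 and 2 above. Over all genes 0 passed FDR 0.1 in limma, and 1, Prom1, was lower at an unadjusted p under 0.05 and adjusted over the list alone. Prom1 was chosen by the study on these samples, so this is not independent evidence. Kit, the receptor of stem cell factor, was at 0.238, 1.72, 23.8 and 8.32 FPKM in WT a, c, e and f and at 0.464 FPKM in AM EC-KO d, and is listed at 0 in AM EC-KO b and g. Cxcr4, the receptor of the chemokine CXCL12, was at 15.0 ± 12.1 and 6.07 ± 1.64 FPKM, with 32.6 FPKM in WT e. Ly6a, the stem cell antigen Sca-1, was at 78.7 ± 41.6 and 127 ± 80.3 FPKM. As a group the progenitor genes did not pass camera (adjusted p = 0.16, and adjusted p = 0.52 with an estimated correlation). They were lower without WT e (adjusted p = 0.0079, in a range of 0.0079 to 0.4 over the libraries left out), with pseudocounts of 0.1 (0.052) and 0.01 (0.029) and with quantile normalization (0.065). Among the 6 of these genes above 0 in every library, a setting chosen after seeing the data, which leaves out Prom1 and Kit, the adjusted p was 0.94, and 0.56 without WT e.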

Upregulation of Prl2c2 in samples from KO MLEC could be the mechanism by which EC from AM^EC-KO^ mice show less proliferation than EC from WT mice.

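Prl2c2 and its close paralogs Prl2c3 and Prl2c5 encode proliferins, hormones first described in growing cells and in the placenta. Prl2c3 was at 44.0 ± 19.6 FPKM in WT (SD, n = 4 libraries) and 114 ± 7.21 FPKM in AM EC-KO MLEC (SD, n = 3 libraries), a log2 fold change of 1.52 (SE 0.45). Prl2c5 was at 1.92 ± 0.725 and 4.89 ± 0.814 FPKM, a log2 fold change of 1.04 (SE 0.25). Every AM EC-KO library was above every WT library for all 3 genes (two-sided exact permutation p = 0.057 for each). In WT e, Prl2c2 was at 33.4 FPKM, Prl2c3 at 14.9 FPKM and Prl2c5 at 0.936 FPKM, the lowest of all libraries.

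**Figure D2:**
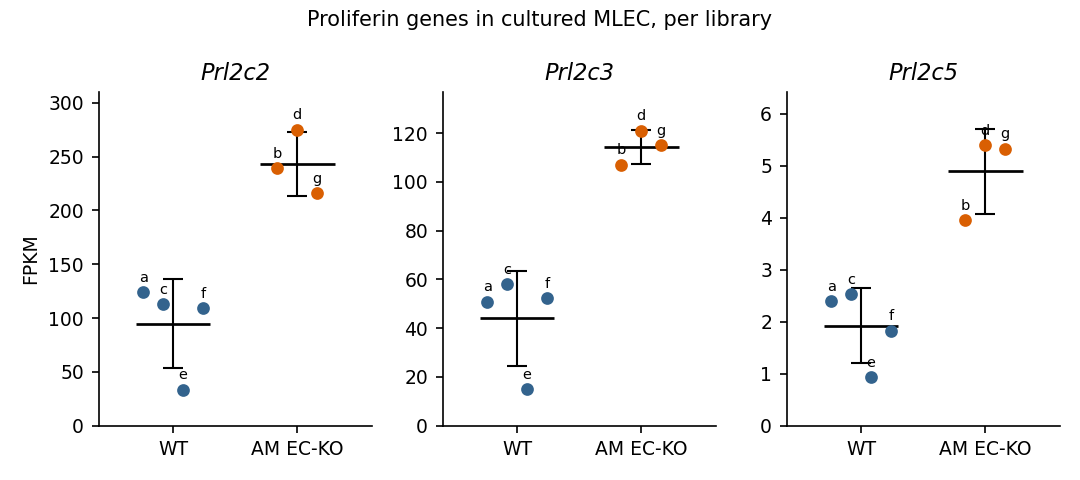
FPKM of Prl2c2, Prl2c3 and Prl2c5 in each library, WT in blue and AM EC-KO in orange, with the library letter at each point. Black lines are the mean ± SD. Prl2c2 lies between 216 and 275 FPKM in the AM EC-KO libraries and between 33.4 and 124 FPKM in the WT libraries.

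Of 5 proliferins 3 were tested, and Prl2c1, named outside the rule for genes after its values were seen, is listed at 0 in every library. Over all genes 0 of the 3 passed FDR 0.1 in limma (adjusted p = 0.95), and 3 of 3 were higher when adjusted over the list alone and at an unadjusted p under 0.05. The study chose Prl2c2 on these samples and the paralogs can share reads, so the 3 genes are not independent evidence of 1 direction. Without WT e, Prl2c3 passed FDR 0.1 over all genes (adjusted p = 0.01, in a range of 0.01 to 1 over the alternatives). On chromosome 13 of GRCm38, Prl2c3 lies from 12790816 to 12800079 and Prl2c5 from 13182715 to 13191923.

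Of 30 cell cycle genes, all 30 were tested, 13 with a log2 fold change above 0 and 17 below, and 0 passed FDR 0.1 in limma over all genes or adjusted over the list alone (0 at an unadjusted p under 0.05). Mcm3, a subunit of the replicative helicase, was at 24.5 ± 3.28 FPKM in WT and 20.9 ± 1.36 FPKM in AM EC-KO MLEC. Tyms, the thymidylate synthase, was at 33.1 ± 4.67 and 28.7 ± 3.72 FPKM, and Rrm2, a subunit of ribonucleotide reductase, at 47.0 ± 19.8 and 64.0 ± 6.83 FPKM. Mcm7, another helicase subunit, was at 17.2, 13.3, 18.9 and 21.5 FPKM in WT a, c, e and f and at 17.8 and 13.8 FPKM in AM EC-KO b and d, and is listed at 0 in AM EC-KO g. As a group the cell cycle genes did not pass camera (adjusted p = 0.68, and adjusted p = 1 with an estimated correlation). They were lower without AM EC-KO g (adjusted p = 0.037, in a range of 0.037 to 0.97 over the libraries left out), and their direction was higher without WT f (adjusted p = 0.13) or AM EC-KO d (0.86). Of 17 genes of CDK inhibition, p53 response and senescence, all 17 were tested, 10 above 0 and 7 below, with 0 past FDR 0.1 in limma over all genes or adjusted over the list alone (0 at an unadjusted p under 0.05) and adjusted p = 0.68 from camera. Ccng1, a p53 target, was at 99.6 ± 32.3 and 124 ± 8.72 FPKM, and Igfbp7, a secreted binding protein, at 348 ± 53.4 and 413 ± 26.2 FPKM.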

The results we obtained in the stroke model were unexpected. When AM was deleted in neurons, there was a significant increase in stroke volume when compared with WT controls indicating that neural AM exerts a neuroprotective action in the brain^30^. However, when AM is knocked out from EC, mice exhibit less ischemia-induced brain damage. Therefore, our data suggest that AM in the endothelium has a harmful effect in this context. When AM was administered systemically it showed a neuroprotective effect^54^. However, there is one paper where intracerebroventricular injection of AM resulted in an increase of ischemic injury^55^. Patients with ischemia showed increased levels of AM with worse prognosis^31^. In fact, overexpression of AM has been detected in stroke patients and this higher expression associated with stroke severity^56^. In this regard, animals deficient in adhesion molecules (such as Mcam) have decreased ischemic damage in experimental stroke^57^,^58^. Moreover, Lcn2 is a proinflammatory mediator during the acute stage of ischemic stroke^59^. 

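Mcam was at 31.4, 54.1, 198 and 184 FPKM in WT a, c, e and f and at 36.2, 40.9 and 101 FPKM in AM EC-KO b, d and g. Letters a to d of both genotypes thus lay at 31.4 to 54.1 FPKM and letters e to g at 101 to 198 FPKM, so Mcam followed the library letter more than the genotype. Lcn2 was at 4.42, 17.8, 72.4 and 2.28 FPKM in WT a, c, e and f and at 3.15, 5.19 and 1.38 FPKM in AM EC-KO b, d and g. Lcn2 belongs to a list of 23 genes of endothelial inflammation and leukocyte adhesion, of which 22 were tested and 16 had a log2 fold change below 0. Camera at the preset correlation called these genes lower as a group in AM EC-KO MLEC (adjusted p = 0.0024). They did not pass with an estimated correlation (adjusted p = 0.75). At the preset correlation 26 of the 35 splits of the libraries gave at least as many lists past FDR 0.1, so a fall of the group is not established. Ccl2, a monocyte chemoattractant, was at 590 ± 179 FPKM in WT (SD, n = 4 libraries) and 317 ± 98.9 FPKM in AM EC-KO MLEC (SD, n = 3 libraries; log2 fold change −0.90, SE 0.30). Selp, the leukocyte adhesion receptor P-selectin, was at 265 ± 77.9 and 175 ± 17.4 FPKM (log2 fold change −0.57, SE 0.21). Icam1, a ligand of leukocyte integrins, was at 178 ± 29.2 and 138 ± 11.5 FPKM (log2 fold change −0.36, SE 0.13), and Cx3cl1, the chemokine fractalkine, at 10.4 ± 2.41 and 6.88 ± 0.649 FPKM (log2 fold change −0.51, SE 0.19). For each of these 4 genes every AM EC-KO library was below every WT library (two-sided exact permutation p = 0.057), and adjusted p = 0.95 from limma.

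**Figure D3:**
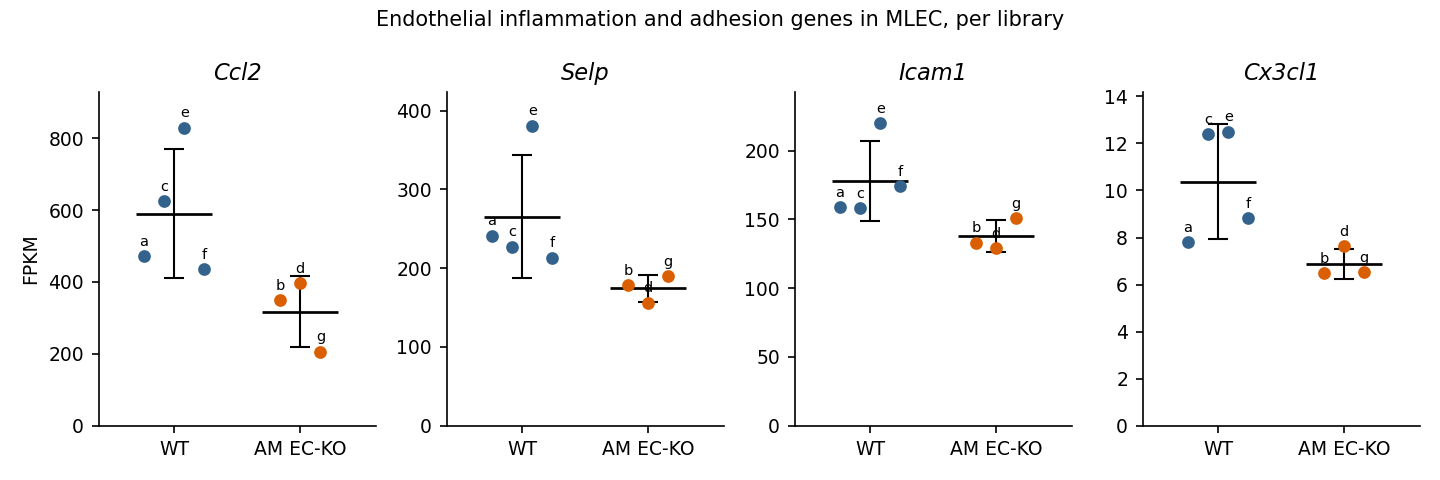
FPKM of Ccl2, Selp, Icam1 and Cx3cl1 in each library, WT in blue and AM EC-KO in orange, with the library letter at each point. Black lines are the mean ± SD. Ccl2 lies between 206 and 396 FPKM in the AM EC-KO libraries and between 435 and 829 FPKM in the WT libraries.

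Over all genes and adjusted over the list alone 0 of the 22 genes passed FDR 0.1 in limma, and 4 were lower at an unadjusted p under 0.05. In 5 of the 22 genes every AM EC-KO library was below every WT library, where chance gives 2.86%. WT e held the highest value of 14 of the 22 genes, and the median log2 ratio of WT e to the mean of the other libraries was 0.91. Without WT e the adjusted p of the list was 0.0022, and it was 0.00033 to 0.083 over the libraries left out in turn. In WT e, Selp was at 381 FPKM, and it was at 213 to 241 FPKM in the other WT libraries. The list holds Lcn2, which the study chose on these samples, and for that gene it is not independent evidence.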

Mcam and Lcn2 were decreased in AM^EC-KO^ mice, thus both molecules could be at the heart of the mechanism by which AM^EC-KO^ mice have less damage after cerebral ischemia.

In summary, vascular AM plays critical roles in the regulation of vascular integrity, including the maintenance of vascular structure, regulation of angiogenesis, and vasoprotection against vascular injury.

## Methods

### Mouse model

Conditional KO of AM in EC was achieved by crossing animals whose AM gene was flanked by LoxP sequences^60^ with transgenic mice expressing Cre recombinase under the control of the VE-cadherin promoter (Stock Number 006137, The Jackson Laboratory, Bar Harbor, Maine, USA), and has been published before^32^. All procedures were carried out in accordance with the European Communities Council Directive (86/609/CEE) on animal experiments and with approval from the ethical committee on animal welfare of our institution (OEBA-CIBIR).

### Blood pressure measurements

Blood pressure was measured in conscious animals by the tail-cuff method (CODA, Kent Scientific, Torrington, CT, USA). Briefly, each animal was acclimated for at least 10 practice sessions for a minimum of 15 minutes, then blood pressure parameters were recorded during 5 consecutive days. In each recording session, 1 set of 5 acclimation cycles followed by 3 sets of 10 acquisition cycles were performed, and the average of the last 20 successful recordings was used for calculating systolic and diastolic blood pressure, heart rate, tail blood flow, and tail blood volume.

### Directed *in vivo* angiogenesis assay (DIVAA)

Analysis and quantitation of angiogenesis was done using DIVAA as previously described^61^. Surgical-grade silicone tubes (0.15 cm outside diameter by 1 cm in length; New Age Industries, Southampton, PA, USA) were closed at one end. The lumen of each tube was filled with growth factor reduced Matrigel (BD, San Diego, CA, USA) that contained either serum-free medium or 100 μM bFGF (BD). The tubes were held at 37 °C to allow the Matrigel to solidify. Two tubes were inserted into a skin pocket in the back of each anesthetized WT or KO mouse; the pocket was sealed with surgical staples. Eleven days later, mice were injected intravenously with 25 mg/mL fluorescein isothiocyanate (FITC)–dextran (100 μL/mouse; Sigma, St. Louis, MO, USA), and 20 minutes later, the tubes were removed from the skin pockets. Matrigel was digested by incubation with dispase (BD) for 1 h at 37 °C and the amount of fluorescence trapped in the implant was measured at 485 nm using a POLARstar Omega plate reader (BMG Labtech, Ortenberg, Germany) to evaluate the volume of blood circulating through the newly formed vessels.

### Vascular permeability assay

Vascular permeability assays were performed as previously described^62^. Evans blue dye (30 mg/kg, Sigma) in 100 μl PBS was injected into the tail vein (i.v.). After 1 minute, 5% mustard oil (Sigma) diluted in mineral oil (Sigma) was applied to the dorsal and ventral surfaces of the ear with a cotton swab; the application process was repeated 15 minutes later. Photographs were taken 30 minutes after injection of Evans blue dye. After the mice were euthanized by CO_2_ inhalation, ears were removed, blotted dry, and weighed. The Evans blue dye was extracted from the ears with 1 ml formamide (Sigma) overnight at 55 °C and measured spectrophotometrically at 600 nm (BMG Labtech). Results are expressed as μg per mg of tissue.

### Isolation and culture of murine lung EC (MLEC)

The method for the isolation and purification of EC was modified from published protocols^63^. In brief, the lungs were harvested from three mice. The lung lobes were carefully dissected out from any visible bronchi and mediastinal connective tissue. Organs were washed with DMEM (Gibco, Paisley, UK) containing 20% FCS (Gibco) to remove erythrocytes, finely minced with scissors, and digested with type I collagenase (150–170 U/ml, Worthington Lakewood, NJ, USA) at 37 °C for 45 minutes. The digested tissue was mechanically dissociated by trituration, filtered through a 70-μm disposable cell strainer (BD) and centrifuged at 400 × g for 10 minutes at 4 °C. The cell pellet was resuspended in cold DPBS and incubated with PECAM-1 coated (BD) beads (Invitrogen, Carlsbad, CA, USA), at room temperature for 10 minutes with end-over-end rotation. A magnetic separator (Invitrogen) was used to recover the bead-bound cells. The recovered cells were washed with DMEM-20%, suspended in 10 ml of complete culture medium [DMEM containing 20% FCS, supplemented with 100 μg/ml porcine heparin (Sigma), 100 μg/ml EC growth stimulant (ECGS, BioRad, Hercules, CA, USA), nonessential amino acids (Thermo, Rockford, IL, USA), sodium pyruvate (Sigma), l-glutamine (Gibco), and antibiotics(Gibco)], and then plated in a single gelatin-coated 75-cm^2^ tissue culture flask. After overnight incubation, the nonadherent cells were removed, the adherent cells washed with Hanks’ balanced salt solution (Gibco), and 10 ml of fresh complete media was added. Cultures were fed routinely on alternate days with fresh complete culture medium. When the cells reached 70 to 80% confluence, they were detached with warm trypsin-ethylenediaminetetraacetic acid (GE Healthcare, Logan, UT, USA) to generate a single cell suspension. The cells were pelleted and then resuspended in 2 ml of DPBS and sorted for a second time using ICAM-2-coated (BD) beads (15 μl/ml of cells). The bead-bound cells were washed and plated in complete culture medium and passaged further at a 1:2 ratio. Confluent monolayers of multiple preparations (3 to 4 MLEC isolates) were used at passages 1 to 3 for this study. The cells were allowed to reach confluence and passaged 1–2 times more before experiments were performed. Purity of the cell population was assessed by CD146 FITC (Miltenyi Biotec, Bergisch Gladbach, Germany) staining and flow cytometric analysis with FACSCanto (BD, data not shown).

### Proliferation assay

Cellular proliferation of isolated ECs was analyzed by MTT assay. 96-well plates were coated with fibronectin (BD), collagen (Corning, NY, USA), and gelatin (Sigma). Cells were plated at a cellular density of 1 × 10^4^ cells per well in 100 μl of medium. After 24 h, 48 h, or 72 h incubation all wells received 20 μl of the MTT reagent (Promega, Madison, WI, USA) and were incubated for 2 h at 37 °C. Color intensity was measured in a plate reader (BMG Labtech) at 490 nm.

### Measurement of impedance-based wound healing of confluent EC cultures

Wound healing was determined in EC using the electric cell-substrate impedance sensing (ECIS) system (Applied Biophysics, Troy, NY, USA) as described previously^64^. 1.2 × 10^4^ EC from WT and KO mice were grown with 20% fetal bovine serum (FBS) culture medium on coated ECIS electrode arrays (8W1E). The impedance fluctuations of cell attachment and spread were continuously monitored. Impedance measurements were analyzed at 5 minute intervals and verified that confluence was achieved. At confluence, wounding of EC was achieved using a 1400 μA signal at 60 kHz for a duration of 20 sec. Application of this field results in a rapid drop in the impedance of cell layers due to the death of the cells on the electrode. Impedance increases as cells migrate from the perimeter of the electrode inward to replace the killed cells. The slope of the resulting line would be proportional to the migration capabilities of the cells.

### Transwell migration assay

In addition, cell migration assays were performed using transwells. 12-well format plates with 8 μm pore size inserts (Corning) were coated as above. 5 × 10^4^ cells in 200 μl of media without FBS were added to the upper compartment. 500 μl of DMEM with 20% FBS containing ECGS were added to the lower compartment. Cells were incubated in transwell plates at 37 °C and 5% CO_2_. After 48 h the insert was taken out. Cells on the lower side of the insert filter were quickly fixed in 5% glutaraldehyde (Sigma) for 10 minutes, then stained with 1% crystal violet (Sigma) in 2% ethanol for 20 minutes. Images of the lower side of the filter were recorder under a microscope (Leica CTR4000, Wetzlar, Germany) and the number of cells was counted.

### RNA extraction

Total RNA was extracted from MLEC samples using TRIzol (Invitrogen), purified using an RNeasy Mini kit (Qiagen, Valencia, CA, USA), and treated with DNase I (Qiagen) following manufacturer’s instructions.

### cDNA library preparation and ultrasequencing

Library preparation and ultrasequencing were performed following Illumina’s (San Diego, CA, USA) protocols. Most reagents were also from Illumina.

First, the integrity and quality of total RNA were assessed with the Experion Automated Electrophoresis system (BioRad). Then, mRNA was isolated from 1 mg of total RNA using poly-T oligo-attached magnetic beads. This mRNA was fragmented into pieces of approximately 200 bp using divalent cations under elevated temperature. The cleaved RNA fragments were reverse transcribed into first strand cDNA using reverse transcriptase and random primers. Next, the second strand was synthesized using DNA polymerase I and RNAse H. These double-stranded cDNA fragments were end-repaired by T4 DNA polymerase and Klenow DNA polymerase, and phosphorylated by T4 polynucleotide kinase. The cDNA products were incubated with Klenow DNA polymerase to generate 3′ Adenine overhangs, therefore allowing ligation to Illumina indexing adapters to the double stranded cDNA ends. The adapter-ligated products were purified with Ampure XP magnetic beads (Agencourt Bioscience Corporation, Beverly, MA, USA) and libraries were amplified by 15 cycles of PCR with Phusion DNA polymerase (Finnzymes Reagents, Vantaa, Finland). Constructed libraries were validated and quantified using BioRad’s automated electrophoresis system Experion and qPCR respectively. Pools of 6 indexed libraries were mixed (multiplexed) at equimolar ratios to yield a total oligonucleotide mix concentration of 10 nM. Finally the resulting libraries were sequenced on the Genome Analyzer IIx platform (Illumina) to generate 150 bp single reads. Six pooled indexed libraries were sequenced in each flow cell lane.

### Bioinformatic analysis

Raw reads were filtered to eliminate Illumina adapters with Cutadapt software (http://cutadapt.readthedocs.org/en/stable/index.html) and read quality was assessed with FastQC (v0.10.1; http://www.bioinformatics.babraham.ac.uk/projects/fastqc/). Clean reads were mapped against *Mus musculus* GRCm38.71 reference genome by using Tophat2 tool (version 2.0.6; http://ccb.jhu.edu/software/tophat/index.shtml)^65^. Transcriptome analysis was performed with SeqSolve (Integromics, v5.5 https://www.integromics.com/products/genomics/ngs/). 

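In the authors' deposited table, 29 genes have a q-value under 0.1 and 21 a q-value under 0.05. Of the 29, 14 have a group value of 0 in 1 genotype, and for 7 of these a library of that genotype is above 1 FPKM. The other 15 genes have both group values above 0, with 14 lower and 1, Prl2c2, higher in AM EC-KO MLEC. By the authors' deposited fold change, Aplnr, the apelin receptor, ranks 1 of these 15, Lrg1, a secreted glycoprotein, 2, and the matrix proteoglycan gene Dcn 3. Aplnr, Lrg1 and Dcn were chosen here after their values were seen. In the same ranking Prom1 is 9, Lcn2 10, Adm 12, Lyve1 13, Prl2c2 14 and Mcam 15. Aplnr was at 27.1 FPKM in WT e and at 0.225 FPKM in WT f, and is listed at 0 in WT a and c. Lrg1 was at 28.9 FPKM in WT e, at 0.219 FPKM in WT c and f, and is listed at 0 in WT a. In AM EC-KO b, d and g, Aplnr was at 0.0359, 0.0379 and 0.473 FPKM and Lrg1 at 0.42, 0.351 and 0.377 FPKM. WT e held the highest value of all libraries for each of the 14 genes that are lower. Without WT e the WT mean was above the AM EC-KO mean for 10 of the 14, and for 2 of the 14 each of WT a, c and f was above every AM EC-KO library.

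At FDR 0.05, limma called the 10 genes that it called at FDR 0.1, each listed at 0 throughout 1 genotype. Without WT a, c, e or f it called 36, 19, 26 or 18 genes, and without AM EC-KO b or d 16 or 15. Of the 12520 genes above 0 in every library it called 0 (340 at an unadjusted p under 0.05). When the authors' deposited p-values were adjusted over the 15604 genes tested here, 21 passed FDR 0.1 and 16 passed FDR 0.05, and 1 of the 21 was among the 10 called by limma. All AM EC-KO libraries were above all WT libraries for 454 of the tested genes and below them for 346, together 5.13%, where chance gives 5.71%. These counts take the libraries as unpaired. With neighbouring letters as a block, among the genes above 0 in every library and without WT e, 1044 of 12520 had an unadjusted p under 0.05 in limma and 5 passed FDR 0.1, against 373 and 1 without the block. This block was chosen after seeing the data, and its pairs were inferred from the same values.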

Differential Expressed Genes were determined according to their FPKMs values at FDR 0.05 and 0.1. The data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO Series accession number GSE84345 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE84345).

### Endothelial function during tumorigenesis

This study exploited the established B16-BL6 model of lung metastatic tumor growth^66^. Briefly, 300 μl of PBS containing 5 × 10^5^ freshly harvested B16-BL6 cells were i.v. injected into AM^EC-KO^ and WT mice. After 21 days, mice were sacrificed, and the lungs were removed and weighed. Lungs were inflated with buffered formalin and paraffin-embedded. Sections (3 μm-thick) were stained with hematoxilin eosin. Several parameters were quantified: lung weight, number of tumors observed by the naked eye, diameter of the largest tumor, and number of tumors per histological section.

### Permanent focal brain ischemia model

Focal brain ischemia was carried out in mice by permanent middle cerebral artery (MCA) occlusion (MCAO) as previously described^30^. Briefly, an incision perpendicular to the line connecting the lateral canthus of the left eye and the external auditory canal was made to expose and retract the temporalis muscle. A burr hole was drilled and the MCA was exposed by cutting and retracting the dura. The MCA was elevated and cauterized, thus producing a permanent MCA occlusion (pMCAO). Following surgery, subjects were returned to their cages and allowed free access to water and food. Two groups of animals were used, corresponding to AM^EC-KO^ and their WT counterparts. Two days after pMCAO, animals were killed by an overdose of sodium pentobarbital to assess infarct volume outcome. The brain was removed and cut into seven 1 mm-thick coronal brain slides (Brain Matrix, WPI, UK) and stained with 2,3,5-triphenyltetrazolium chloride (1% TCC in 0.1 M phosphate buffer, Sigma). Infarct volumes were calculated sampling each side of the coronal sections with a digital camera (Nikon Coolpix 990, Tokyo, Japan), and the images were analyzed using Image J free software (The NIH, Bethesda, MD, USA). The area of infarct, which is unstained, was determined by counting the pixels contained within the outlined regions of interest and expressed in square millimeters. Infarct volumes (in mm^3^) were integrated from the infarct areas over the extent of the infarct calculated as an orthogonal projection. All animals displayed infarcts after the occlusion procedure, which included the cortex, subcortex, and striatum, depending on the intensity of the lesion.

### Statistical analysis

All data were analyzed with GraphPad Prism 5 software and were considered statistically significant when p < 0.05. Values are expressed as means ± SEM. Normally distributed data were evaluated by ANOVA followed by the Dunnet’s (Bonferroni) post-hoc test while data not following a normal distribution were analyzed with the Kruskal-Wallis test followed by the Mann-Whitney U test.

## Additional Information

**How to cite this article**: Ochoa-Callejero, L. *et al*. Lack of adrenomedullin in mouse endothelial cells results in defective angiogenesis, enhanced vascular permeability, less metastasis, and more brain damage. *Sci. Rep.* **6**, 33495; doi: 10.1038/srep33495 (2016).

## Figures and Tables

**Figure 1:**
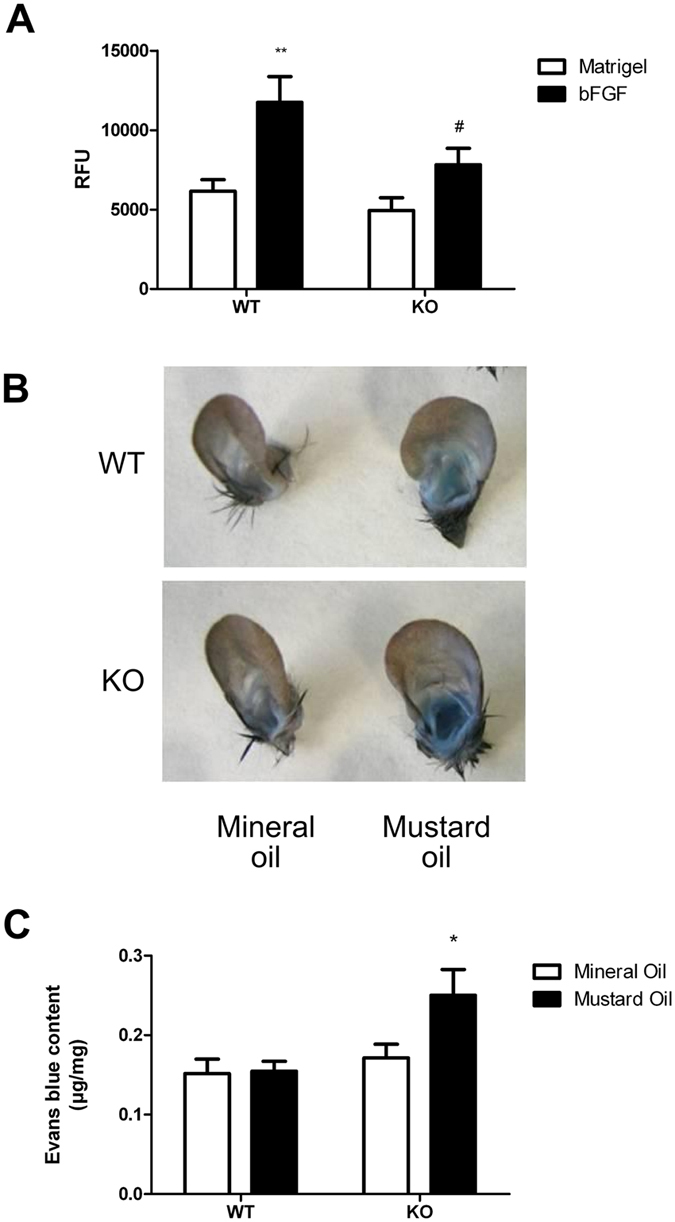
AM^EC-KO^ mice exhibit reduced angiogenesis (**A**) and enhanced EC/plasma leakiness in ear skin (**B**,**C**). (**A**) Silicone tubes containing Matrigel with or without bFGF were implanted under the skin of WT and AM^EC-KO^ mice for 11 days. The mice were then injected intravenously with 25 mg/mL fluorescein isothiocyanate (FITC)–dextran, and 20 minutes later, the tubes were removed from the skin pockets. Quantification of FITC–dextran (in arbitrary units) trapped within the implants was used as an indirect measure of the volume of blood circulating through the newly formed vessels. Implants containing serum-free DMEM (open bars) were used as a control. At least five animals (2 tubes/mouse) per group were used. **Corresponds to *p* < 0.01 with respect to Matrigel. ^#^Corresponds to *p* < 0.05 with respect to WT. (**B**,**C**) Vascular permeability in KO (n = 8) and WT mice (n = 8) was measured in response to mustard oil with Evans blue dye. (**B**) Photographs of ears after treatment with mustard oil (30 min) and vascular perfusion, showing relative amount of extravasated Evans blue tracer. Ear from a WT mouse is blue around the margin of the ear, whereas ear from a AM^EC-KO^ mouse is strongly blue throughout the ear. (**C**) Mustard oil treatment (closed bars) induced significant leakage in vessels of AM^EC-KO^ mice. Local vascular permeability was increased in KO mice (*p < 0.05) 30 min after topical application of mustard oil. No difference was observed in unstimulated mice.

**Figure 2:**
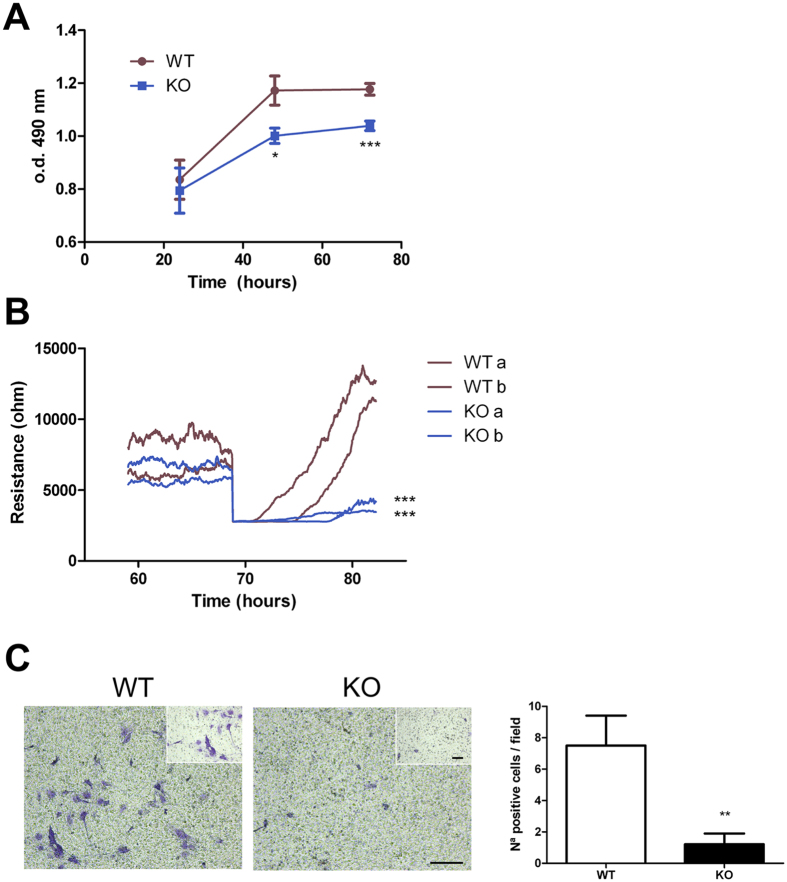
Lung EC from AM^EC-KO^ mice show reduced proliferation and migration *in vitro.* (**A**) Effect of AM on EC proliferation, as measured by MTT assay. Cells were incubated for 3 days in medium containing 20% FCS. Data represent the mean ± SEM of optical density measured at 490 nm. n = 9 for each genotype. *p < 0.05, and ***p < 0.001 with respect to WT. (**B**) Cell migration after electric wounding. Impedance recordings were performed at 4 kHz with maximal temporal resolution. MLEC were seeded on coated 8W1E arrays and grown to confluence. Then an electrical wound was created by application of one 5 V pulse at 60 kHz with a duration of 20 sec. WT MLEC showed better wound healing capabilities based on a faster wound closure (migration, slopes of the curves) in comparison to the KO MLEC. Data shown are results from 2 different cell cultures. ***p < 0.001 with respect to WT. (**C**) Transwell migration assay. WT or AM^EC-KO^ cells were seeded in the upper chamber of the transwell, conditioned medium containing 20% of FCS and ECGS was placed at the bottom side. After 48 h, migrated cells were quantified by crystal violet staining. All conditions of the experiment were performed in duplicate. At least 7 pictures were taken from each well (10x and 20x). The histogram represents the mean ± SEM of these quantifications. **p < 0.01 with respect to WT. Size bar for large photographs: 200 μm. Size bar for the inserts: 100 μm.

**Figure 3:**
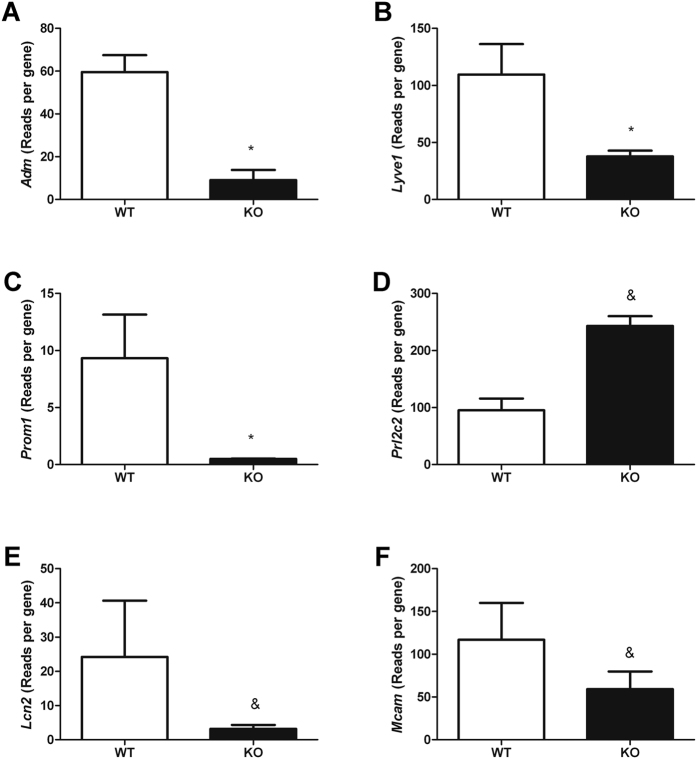
Lung EC from AM^EC-KO^ mice reveal altered gene expression. Quantification of the expression of several genes at the mRNA level by ultrasequencing. Genes were analyzed by next generation/massive sequencing and are expressed as reads per gene. Bars represent the mean ± SEM of at least 3 MLEC preparations. ^&^*p *< 0.1 and *p < 0.05 with respect to WT.

**Figure 4:**
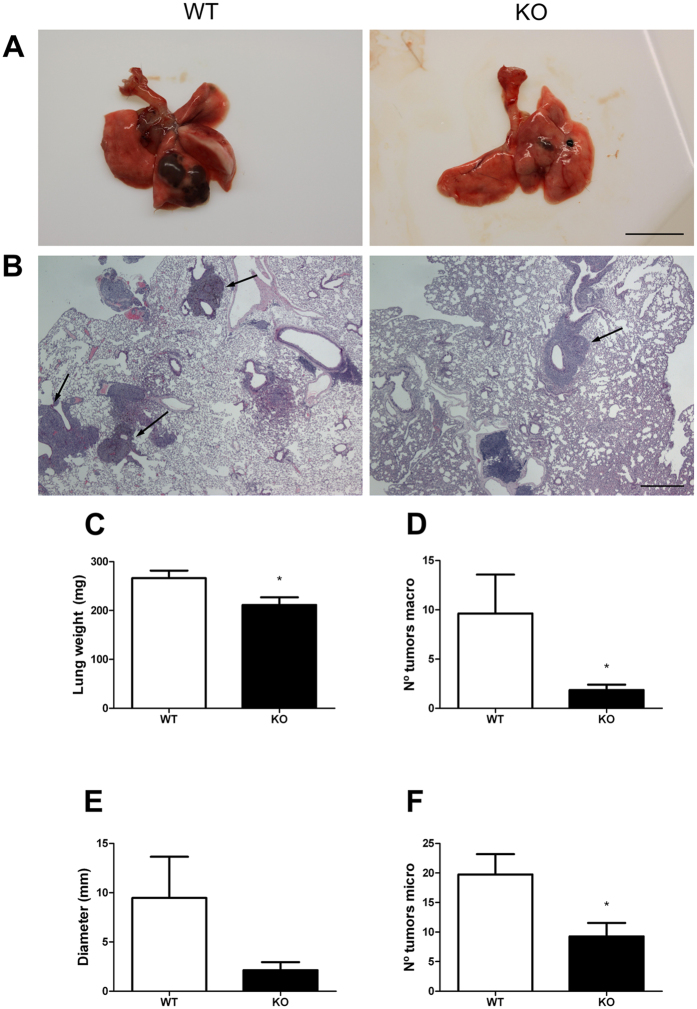
Lack of AM in EC results in reduced B16-BL6 metastatic lung disease. (**A**) Gross evaluation of lungs reveals that AM^EC-KO^ mice develop substantially less and smaller metastases after B16-BL6 melanoma injection. Images are representative of results obtained from WT and AM^EC-KO^ mice. (**B**) H&E analysis of sections obtained from the lungs shown in A. Metastases are marked with arrows. (**C**) Metastases were evaluated by change in lung weight compared with control. Total lung mass decreased in KO lungs (*p < 0.05) compared with controls (WT). Data represent animals from both mouse lines (n = 8). The number of tumors counted by the naked eye (**D**), the diameter of the largest tumor (**E**), and the number of tumors per tissue section (**F**) were also estimated *p < 0.05. Size bars: A = 10 mm; B = 500 μm.

**Figure 5:**
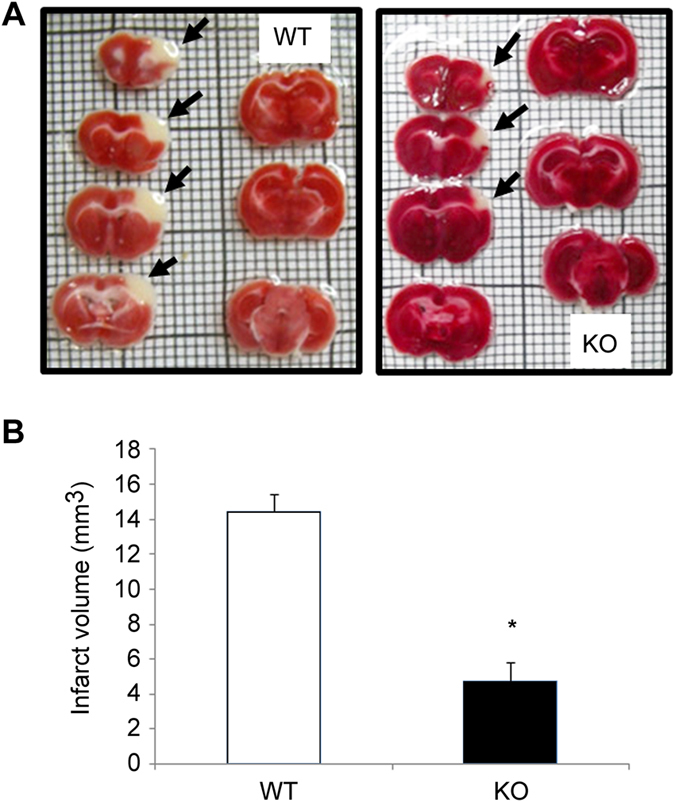
Effects of endothelial AM on MCAO injury. Deletion of AM gene in EC decreases the infarct volume after permanent focal cerebral ischemia in mice. Mice were subjected to 48 h of permanent MCAO and infarct volumes were quantified from TTC-stained serial coronal sections. Representative stacks of 7 TTC stained sections are shown for each genotype (**A**). AM^EC-KO^ mice reveal a smaller unstained area of ischemic tissue in the infarcted neocortex when compared to their WT littermates (**B**). Data are mean ± SEM, n = 4 (*p < 0.05).

**Table 1:** Blood pressure in adult WT and AM^EC-KO^ mice.

	WT	KO	*p*
Systolic blood pressure (mm Hg)	134.67 ± 2.29	126.20 ± 1.64	<0.001***
Diastolic blood pressure (mm Hg)	92.37 ± 2.14	91.03 ± 1.46	0.05
Pulse (betas/min)	672.83 ± 12.75	687.38 ± 5.38	0.33
Blood flow rate (mL/min)	22.04 ± 0.45	22.27 ± 0.52	0.82
Tail blood volume (μl)	20.50 ± 0.60	26.06 ± 0.89	<0.001***

Blood pressure parameters as measured with the CODA system in wild type (WT) and knockout (KO) mice (n = 8 per group). Values are mean ± SEM of all valid measurements. Systolic blood pressure was lower in AM^EC-KO^ than in WT mice. Tail blood volume was higher in AM^EC-KO^ than in WT mice.

How the deposited data were processed for this re-analysis (not part of the article)

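RNA sequencing of cultured MLEC was analysed from 4 WT libraries (a, c, e and f) and 3 AM EC-KO libraries (b, d and g), grouped by the labels of the libraries. The authors deposited a single table with FPKM per gene for each library and for each genotype as a group, made from reads trimmed with Cutadapt and mapped with TopHat2. Its log2 fold changes between the genotypes were computed by the authors from their group FPKM. Its p-values and q-values for expression and for splicing were computed by the authors and deposited as they are, and the processing notes name Cuffdiff. Its splicing score was computed by the authors as well, and was used here only to read the table. The authors' group FPKM were higher than the mean of the library FPKM, by a median factor of 1.094 in WT and 1.127 in AM EC-KO, so the 2 kinds of value were not mixed.

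From the library FPKM, log2(FPKM + 1) was computed here and tested with limma 3.58.1 (empirical Bayes with a trend, statmod 1.5.0) in R 4.3.3. Tables and figures were made in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Genes were tested when their mean was at least 0.1 FPKM and at least 3 libraries were above 0, and p-values were adjusted by the Benjamini-Hochberg method with thresholds of 0.1 and 0.05. Means and SD are of FPKM and fold changes are of log2(FPKM + 1). No count model was fitted, since the table holds FPKM only. The libraries are taken as independent, and no block was fitted in the main test because no source ties the libraries of the genotypes to each other.

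The code was tested on simulated data with 15604 genes. Of 100 genes changed by a log2 of 1, 61% were called at FDR 0.1, and of 100 changed by a log2 of 2, 89% were called. Both groups were in 1 simulated data set, in which 19 unchanged genes were called. The changed genes were drawn from those with a mean log2(FPKM + 1) above 2, and the noise was normal and independent between genes and libraries. Failed estimates and variation shared by libraries were not simulated, so these shares do not give the recovery in the real data. The estimated depth of 6.3 to 7.5 M mapped reads limits genes of low expression most.

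The genes named in the text are those that the paper names, the genes with the largest changes among those past FDR 0.1 without overlap between genotypes and with a mean of at least 1 FPKM in a genotype (a direction with fewer than 10 being filled up to 5 by unadjusted p), up to 4 members of each gene list by smallest p, and the genes within 1 Mb of *Adm*. Predicted genes were counted and not named, and 1 further gene past FDR 0.1 is counted and not reported here. Genes named outside this rule are said to be so. The lists hold markers of vascular and lymphatic endothelium, fibroblasts, smooth muscle and pericytes, lung epithelium, mesothelium, macrophages, lymphocytes and erythroid cells. Further lists hold genes of AM signalling, junctions, proliferation, senescence, angiogenesis, inflammation, interferon response, hypoxia, oxidative stress, vasoactive mediators, matrix, lung capillaries, progenitors, proliferins and neighbours of *Adm*, sex-linked genes and genes of dissociation stress. The 20 lists with at least 4 tested genes were tested with camera (preset correlation 0.01, and estimated) and with fry, leaving out the sex-linked genes and the genes of the paper. Coordinates are those of GENCODE M21, which holds 36341 of the gene identifiers. Of the 36289 with the same chromosome in both, 93.2% have a deposited interval inside the gene of the same identifier.

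The alternatives were pseudocounts of 0.1 and 0.01, no filter and a filter at a mean of 1 FPKM, trimmed-mean factors (own code), quantile normalization, TPM, each library left out in turn, limma without a trend, with array weights and with robust moderation, and the authors' deposited p-values adjusted over the tested genes. Chosen after seeing the data were genes above 0 in every library, zeros as missing values, blocks of library letters and a list without *Adm*. Results of splicing were left out of the tests because the table gives no library values for them. The exact permutation test and all 35 splits of the libraries use every library.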

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

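The tests of the calls at 0, of *Lyve1*, of the library letters and of the splits that concern counts of genes were chosen after the results were seen, and only the splits for the gene lists and for the genes near *Adm* were chosen earlier. Of 117 WT groups of 4 libraries checked for 1 library far from the other 3, 16 had such a library where chance gives 5.85, and in 12 of these it was WT e. In WT e, and with the range of the other WT libraries, Prom1 was at 20.8 FPKM (4.71 to 6.55), Prl2c2 at 33.4 (109 to 124), Prl2c3 at 14.9 (50.8 to 57.9), Icam2 at 111 (120 to 122) and Selp at 381 (213 to 241). Likewise Dcn was at 227 FPKM (2.83 to 8.47), Col1a1 at 63.4 (10.2 to 14.7), Cd14 at 57.7 (5.44 to 10.5), Igfbp5 at 77.1 (0.636 to 6.51), Gbp2 at 12.2 (2.73 to 3.5), Hspa1b at 5.32 (9.13 to 9.79) and Tmem9b at 18.6 (39 to 43). In WT c, Fgf1 was at 0.67 FPKM, Postn at 1.19 and Nrip3 at 0.429, each listed at 0 in the other WT libraries, and in WT f Msln was at 7.38 FPKM (0.406 to 1.48). Data that the paper did not analyse hold 130 genes with a splicing q-value under 0.05 in the authors' deposited table, 1 of them, Prom1, also with an expression q-value under 0.1. The same table holds 23 genes with an expression q-value under 0.1 outside the 6 that the paper names.

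Every one of the 10 genes past FDR 0.1 is listed at 0 throughout 1 genotype. A loss of expression in that genotype is argued against for 7 of the 10, whose group value in the authors' deposited table is above 1 FPKM there. For the other 3 the group value is 0 as well, and the tables cannot tell. Estimates that failed in single libraries could give such zeros, since in each library at least 1.22% of the tested genes are listed at 0 beside a median of 5 FPKM or more over the libraries above 0. Of the tested genes with such a median of at least 5 FPKM, 70.2% of those with a library at 0 overlap another gene, against 39.2% of those above 0 in every library. Why an estimate failed stays open.

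Lyve1 had a lower mean in AM EC-KO MLEC and lies 220.8 kb from Adm. The genes within 1 Mb of Adm without Lyve1 and Adm had a median log2 fold change of 0.0216, at percentile 69.8 of matched random sets. This set as a whole was thus not shifted down, but an effect on Lyve1 alone would not move its median, so a local effect cannot be told. The set within 0.5 Mb (8 of 10 below 0, median at percentile 17.3) holds the deleted gene and Lyve1 itself, so nothing is concluded from it. Prox1 (log2 fold change −0.30), Flt4 (−0.12) and Pdpn (0.53), chosen after their values were seen, had a median of −0.12, against −1.35 for Lyve1. Their unadjusted p from limma was 0.44, 0.6 and 0.33, so a fall in them is not excluded. Of the 13 lymphatic genes tested, 8 were above 0, but Stab1 was lower as Lyve1 was (−0.74). Fewer lymphatic cells, an effect of the allele on Lyve1 or its surroundings and an effect of the loss of AM all stay open.

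Deviations from the genotype mean were shared by libraries of neighbouring letters, with correlations of 0.39 for a and b, 0.53 for c and d and 0.62 for f and g. Their mean of 0.514 was the highest of 6 pairings (the next was 0.218), so a source of variation shared by neighbouring letters may be present, and what it is stays open. The methods give 6 pooled libraries for each lane, fewer than the 7 used here, and no source says which of them shared a pool. The tables cannot tell whether libraries e, f and g differ by lower depth, with estimates of up to 7.2 M mapped reads there and as few as 7.0 M in the other 4, and no error known for these estimates. Fibroblasts among the cells of WT e could raise fibroblast genes, of which 6 of 12 were highest there, although the sorts with PECAM-1 and ICAM-2 beads would remove most of them, and the tables cannot tell this from a change in the endothelial cells.

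Other splits of the 7 libraries into 4 and 3 show how far these counts depend on genotype. As many genes past FDR 0.1 as the real 10 came from 20 of 35 splits, with up to 335 genes when WT e, WT f and AM EC-KO g were set against the rest, and as many at FDR 0.05 from 19 of 35 (up to 69). As many lists as the real 3 came from 26 of 35 splits (up to 10), and a median near Adm as far from 0 from 16 of 35. A split that calls several times the real count points to a structure of the samples other than genotype. The splits take the libraries as unpaired and exchangeable, although those of neighbouring letters shared deviations.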

How the results depend on the processing

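Of the alternatives, those on zeros, on library letters and on a list without Adm were chosen after seeing the data. For 106 genes of the naming rule with a fold change, 2461 values were computed under alternatives, 1899 of them planned. The direction and side of the threshold stayed the same in 2395, 19 passed the threshold, and 47 changed sign, in 17 genes. These counts leave out 9 genes listed at 0 throughout a genotype, among them Prom1 and genes called in the main test, so they show no lost call. Of the 10 calls, 8 were kept without AM EC-KO b, d or g, 9 without WT c, 7 with a mean of at least 1 FPKM, 8 with letters a to d and e to g as a block and 1 with the authors' deposited p-values.

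At FDR 0.1 the count of 10 genes became 18 and 17 with pseudocounts of 0.1 and 0.01, 21 with the authors' deposited p-values and 14 to 39 with 1 library left out. It became 0 among genes above 0 in every library, 1 when WT e was left out as well, 5 with neighbouring letters as a block besides, 0 with letters a to d and e to g as a block among genes above 0, and 0 with zeros as missing values. At FDR 0.05 the count of 10 became 16 with a pseudocount of 0.01, 16 with the authors' p-values and 13 to 36 with 1 library left out. In the settings on zeros it became 0, 1, 4, 0 and 0 in the same order. Genes listed at 0 are left out of those settings by construction, and the cause of the other changes was not tested.

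The number of lists past FDR 0.1 was 3, and 5 without a filter, 6 with quantile normalization, 7 among genes above 0 in every library without WT e, 0 with an estimated correlation, 0 with fry and 2 to 8 with 1 library left out. The endothelial marker level (lowest percentile of Pecam1, Icam2 and Cdh5 in a library) was 93.8, and 95.6 without a filter and 92.3 with a mean of at least 1 FPKM, where other genes enter the ranking. The median near Adm of −0.0159 became 0.0216 without Lyve1 and Adm, and −0.0676 to 0.0456 with 1 library left out.

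Large log2 fold changes that rest on libraries listed at 0 turned, with the authors' deposited values from −1.26 to 0.21 for Laptm5 and from 1.97 to −0.01 for Akip1, and the log2 fold change of Ptgis turned from 2.69 to −0.72. With zeros as missing values they turned from 2.61 to −0.30 for Gdf15 and from 1.97 to −0.13 for Akip1. Among fold changes near 0, signs changed with the authors' deposited values for Icam2 (0.01), Calcrl (−0.17), Dennd5a (0.06) and Ctr9 (0.06). Among genes above 0 without WT e, with or without neighbouring letters as a block, they changed for Swap70 (0.04), Dennd5a (0.00) and Wee1 (−0.09). With letters a to d and e to g as a block, over all genes or those above 0, they changed for Icam2 (0.00), Swap70 (0.00), Ampd3 (0.02) and Dennd5a (0.01), and with array weights for Swap70 (0.06). With 1 library left out the log2 fold change ran from −0.13 to 0.06 for Icam2, −0.25 to 0.45 for Calcrl, −0.18 to 0.04 for Swap70, −0.14 to 0.08 for Ampd3, −0.06 to 0.02 for Dennd5a, −0.14 to 0.01 for Ctr9 and −0.09 to 0.32 for Wee1. It ran from −0.10 to 0.77 for Aqp5, −0.20 to 0.04 for Ier2, −0.13 to 0.01 for AA474408, −0.08 to 0.03 for B430319F04Rik, −0.10 to 0.04 for Zfp143 and −0.05 to 0.12 for Sbf2. The cause of these changes was not tested.

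A test on counts and a sum over transcripts were not run, since the table holds FPKM per gene. No source pairs the libraries of the genotypes, and the block of neighbouring letters is a pairing inferred after seeing the data. The estimated depth limits genes of low expression.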

Differences from the paper's values

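For Prom1 in AM EC-KO MLEC the paper shows a mean of about 0.5 in Fig. 3C, read by eye, and the mean here is 0, since all 3 libraries are listed at 0. The values differ as well with trimmed-mean factors, with quantile normalization and with each library left out, all set before the data were examined. The axis of that figure is labelled as reads per gene, and the other means in it are on the scale of mean FPKM.

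The paper calls Adm, Lyve1, Prom1, Prl2c2, Lcn2 and Mcam changed, and limma called 0 of these 6 at FDR 0.1. Among the 6 is Adm, the deleted gene, which limma missed (adjusted p = 0.95) with 15.2% of the WT mean left. Not passing in limma therefore does not argue against the paper's calls. The authors' deposited p-values, adjusted over the genes tested here, call all 6, with adjusted p = 5.0e-06 for Adm, 0.0092 for Lyve1, 0.00037 for Prom1, 0.094 for Prl2c2, 0.073 for Lcn2 and 0.099 for Mcam. For Prom1, pseudocounts of 0.1 (adjusted p = 0.015) and 0.01 (0.004), array weights (0.02) and leaving out WT e (0.0038) call it too. These limma calls of Prom1 rest on its being listed at 0 in all AM^EC-KO libraries. The authors' group value there is 1.40 FPKM, so the calls do not show a loss of Prom1 expression. Leaving out WT a calls Lyve1 (0.093), and leaving out WT e calls Prl2c2 (0.038). Neighbouring letters as a block among genes above 0 without WT e, chosen after seeing the data, call Prl2c2 (0.034) and leave the other 5 of the paper's genes uncalled, with Prom1 untested there because it is listed at 0. Each of the 6 genes has its mean here in the direction that the paper states.

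The paper names its 6 genes as those with larger variations in AM EC-KO cells and gives no ranking. By the authors' deposited fold change, among the 15 genes with a q-value under 0.1 and both group values above 0, they rank 9 (Prom1), 10 (Lcn2), 12 (Adm), 13 (Lyve1), 14 (Prl2c2) and 15 (Mcam).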

Other observations

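Genes of the oxidative stress response are a list of antioxidant genes that also holds 2 NADPH oxidases. Camera at the preset correlation called them higher in AM EC-KO MLEC (adjusted p = 0.001, and 0.00065 to 0.0055 with 1 library left out). They did not pass with an estimated correlation (adjusted p = 0.52) or with fry (0.45). At the preset correlation 26 of the 35 splits gave at least as many lists past FDR 0.1, so a rise of the group is not established. Of 15 genes 12 had a log2 fold change above 0. Prdx1, a peroxiredoxin, was at 247 ± 13.4 FPKM in WT (SD, n = 4 libraries) and 305 ± 14.2 FPKM in AM EC-KO MLEC (SD, n = 3 libraries; log2 fold change 0.30, SE 0.07). Cat, the catalase, was at 26.9 ± 3.14 and 34.3 ± 1.84 FPKM, Gclc, a subunit of the enzyme that starts glutathione synthesis, at 24.0 ± 4.21 and 31.7 ± 1.25 FPKM, and Srxn1, which restores peroxiredoxins, at 59.2 ± 16.4 and 85.7 ± 9.38 FPKM. These 4 genes are named for the smallest p of the list, and each AM EC-KO library was above each WT library for them (two-sided exact permutation p = 0.057 for each). Over the list this held for 4 of 15 genes, where chance gives 2.86% if genes were independent, which they are not. Over all genes 0 passed FDR 0.1 in limma, 1 (Prdx1) was higher adjusted over the list alone, and 4 were higher at an unadjusted p under 0.05. WT e held the lowest value of all libraries for Prdx1 (234 FPKM), Cat (22.3), Gclc (19.2) and Srxn1 (36.3), and the median log2 ratio of WT e to the mean of the other libraries over the list was −0.46. Without WT e the adjusted p of the list was 0.0022.

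Genes of endothelial junctions hold neighbouring cells together and close the barrier. Of 25 such genes 20 were tested, and 14 had a log2 fold change below 0. Ctnna1, which links cadherins to actin, was at 187 ± 10 FPKM in WT and 168 ± 4.61 FPKM in AM EC-KO MLEC. Tjp1, the scaffold ZO-1, was at 36.9 ± 9.47 and 27.7 ± 0.859 FPKM, and F11r, the adhesion molecule JAM-A, at 88.7 ± 14.7 and 72.9 ± 6.38 FPKM. Each AM EC-KO library was below each WT library for Ctnna1 and Tjp1 (two-sided exact permutation p = 0.057 for each). Over all genes and adjusted over the list alone 0 passed FDR 0.1 in limma, and 1 was lower at an unadjusted p under 0.05. The list did not pass camera (adjusted p = 0.18, and adjusted p = 0.75 with an estimated correlation), and it was lower without WT a (adjusted p = 0.089), WT e (0.064) or AM EC-KO g (0.059), in a range of 0.059 to 0.73 over the libraries left out. It was also lower with quantile normalization (0.097) and, chosen after seeing the data, among genes above 0 in every library without WT e (0.083).

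The other lists did not pass camera, and 0 of their genes passed FDR 0.1 in limma over all genes or adjusted over the list alone. Of 31 angiogenesis genes 27 were tested (adjusted p = 0.83, 1 lower at an unadjusted p under 0.05). Angpt2, a destabilizing ligand of Tie2, was at 246 ± 81 FPKM in WT and 139 ± 50.1 FPKM in AM EC-KO MLEC, and Itgb3, an integrin of growing vessels, at 56.6 ± 23.7 and 35.4 ± 3.57 FPKM. Of 16 interferon genes 15 were tested (adjusted p = 0.47, 1 lower at an unadjusted p under 0.05), and the list was lower without WT e (adjusted p = 0.0022) and without AM EC-KO b (0.036), in a range of 0.0022 to 0.99, with adjusted p = 1 with an estimated correlation. Bst2, the antiviral protein tetherin, was at 201 ± 26.8 and 152 ± 22.1 FPKM. Of 20 hypoxia genes 17 were tested (adjusted p = 1), with Slc2a1, a glucose transporter, at 55.7 ± 9.63 and 43.9 ± 6.34 FPKM. Of 22 vasoactive genes 19 were tested (adjusted p = 0.7, 1 higher at an unadjusted p under 0.05), with Nos3, the endothelial nitric oxide synthase, at 37.2 ± 7.42 and 28.7 ± 12.5 FPKM. The higher gene was Ptgis, at 4.73 ± 6.84 and 20.2 ± 9.31 FPKM, which is listed at 0 in WT e and f. Of 20 matrix genes all 20 were tested (adjusted p = 0.98), with Loxl2, a collagen crosslinking enzyme, at 26.8 ± 14.4 and 12.4 ± 2.57 FPKM. Lox of the same list went the other way, at 50 ± 31.1 and 79.9 ± 17 FPKM. Of 21 lung capillary genes 16 were tested (adjusted p = 0.47), with Kitl, the ligand of Kit, at 15.0 ± 4.16 and 19.0 ± 2.31 FPKM. Of 13 genes of dissociation stress all 13 were tested (adjusted p = 0.68), and the list was higher without AM EC-KO g (adjusted p = 0.0055, in a range of 0.0055 to 0.97), with adjusted p = 1 with an estimated correlation. Its direction was lower without WT f, AM EC-KO b or AM EC-KO d. Dnajb1, a heat shock cochaperone, was at 30.3 ± 4.01 and 33.5 ± 3.54 FPKM. Of 5 sex-linked genes 4 were tested, 1 with a log2 fold change above 0 and 3 below. WT e held the highest value of all libraries for 4 of these 4, with a median log2 ratio of 0.36 to the mean of the other libraries. The sex of the donor mice was not derived from these genes, so a difference in sex between libraries stays open.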
